A study of Bos taurus with 6 samples. Its data were reported in "Functional annotation of the cattle genome through systematic discovery and characterization of chromatin states and butyrate-induced variations" (2019).

How the data were processed

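WGBS of 3 control and 3 butyrate-treated REPC cultures was deposited as 1 file per library. Per the study's methods, the authors trimmed reads with Trim_Galore, mapped them to the cattle assembly UMD3.1.1 with bowtie2 and extracted methylated cytosines with Bismark at default settings. The labels and the study's methods give different read lengths and run types for these libraries. They removed adapters, low-quality bases or reads, and very short reads. Removal of duplicate reads, clipping of a fixed length from read ends and the conversion rate are not given in the sources used here. The libraries were made from bisulfite-converted DNA with a low-input kit that copies single strands from random primers, so that read ends can carry errors, and duplicates can make reads of one site less independent than counted.

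The deposited values were counts of methylated and unmethylated reads per cytosine of a CpG, with no header and no normalization by the authors. All rows had at least 1 read, so the minimum of 10 reads stated in the study's methods had not yet been applied. The column of methylated reads was recognised from the values: it held about 66% of all reads, and its share fell in CpG-dense windows and in the mitochondrial sequence. Files were joined by sequence and position over 2800 sequences, which comprised chromosomes 1 to 29, X, the mitochondrial sequence and 2769 unplaced scaffolds. Positions were used as the files give them, counted from 1. Groups and replicate numbers were taken from the labels, and lanes from the library descriptions. Counts of every pair of replicates in a group differed in a chi-square test over 500-bp windows of the same CpGs (chi-square over degrees of freedom 1.24 to 1.31). Duplicate reads, and reads counted at several CpGs, can raise this ratio, so it does not show that the libraries came from separate cultures. All 6 were kept as separate replicates, as the labels give them.

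The level of a library was its methylated reads divided by all reads, so deeply covered CpGs weigh more. Levels were compared by a two-sided exact permutation test of the difference in means over the 10 distinct splits of 3 and 3, where the smallest p is 0.1. Intervals of single libraries were 95% Wilson intervals. CpG density was the number of distinct CpG cytosines seen in any library per 500-bp window, in classes of 1 to 5, 6 to 15, 16 to 30 and over 30. The highly methylated share was that of CpGs with a level of 80% or more.

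For DMRs, CpGs with at least 10 reads in a library were summed in non-overlapping 500-bp windows from position 1, and windows covered in all 6 libraries were tested by logistic regression of methylated and unmethylated counts on treatment, with a likelihood-ratio chi-square test with 1 degree of freedom. DMRs had a Benjamini-Hochberg q under 0.05 and an absolute difference of pooled levels over 10 percentage points. Benjamini-Hochberg took the place of the SLIM method of the study, which was not installed. The minimum was asked of each library separately, so different CpGs of a window can be counted in different libraries. The same regression was run on each CpG with at least 10 reads in all 6 libraries. Bins of 100 kb with at least 100 reads in every library were tested on log2((methylated + 1)/(unmethylated + 1)) over all CpGs with limma and eBayes. The named DMRs were the 4 with the smallest q that rose and the 4 that fell among those with no overlap of the groups, and the named bins were the 2 with the smallest p in each direction.

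Alternatives were other coverage minimums (5 and 20 reads), all CpGs summed per window, the removal of CpGs above the 99.9th percentile of coverage, a quasi-binomial F test, limma on windows, windows of 200 and 1000 bp, at least 3 CpG cytosines per window, Storey's q, a difference over 20 points, replicate number or lane in the model, other bin sizes, scales and centring, and leaving out each library in turn. The tests, the named regions and these alternatives were fixed before the data were examined. Those on chromosomes alone, on the same CpGs in all libraries and with equal weights for density class and 1-Mb bin were chosen after seeing the data.

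The tests were checked on simulated binomial counts at the real depths with 200 changed features and no added spread between libraries. For 500-bp windows with changes of 20 points, the median dispersion was 0.850 in these data and 1.25 in the real data. Real windows can therefore give more false calls than the simulated ones. For 500-bp windows, logistic regression recovered 92.5% of changes of 20 percentage points with 5 false calls among 8874 windows. The quasi-binomial F test recovered 0 of these and 69.5% of changes of 40 points. For 100-kb bins, limma recovered 53.5% of changes of 10 points and 98% of changes of 20 points with 2 and 9 false calls among 27035 bins. Computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, R 4.3.3 with limma 3.58.1, and Matplotlib 3.10.9. An annotation of UMD3.1.1 was not used here, so levels by gene feature and in promoters of named genes were left out.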

Results

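The data were whole-genome bisulfite sequencing (WGBS) libraries of rumen epithelial primary cells (REPC), which are cells cultured from the lining of the rumen, the first stomach chamber of cattle. The cells came from 1 Holstein bull calf. Butyrate is a short-chain fatty acid made by rumen microbes and an inhibitor of histone deacetylases. In total, 3 libraries of control cells and 3 libraries of cells treated with 5 mM butyrate for 24 h were compared, so that the replicates were not separate animals. Bisulfite turns unmethylated cytosine into uracil, and a cytosine that is still read as C was counted as methylated. For each cytosine of a CpG, with the 2 strands counted separately, the files gave the number of methylated and unmethylated reads. A read that spanned several CpGs was counted at each of them.

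The libraries were shallow. The reads summed over all CpGs were 18793438, 23842285 and 21464610 in control replicates 1, 2 and 3, and 20553517, 22125244 and 20208198 in butyrate replicates 1, 2 and 3. These reads covered 12825763 to 15206729 CpG cytosines per library, with a mean of 1.47 to 1.57 reads and a median of 1 read at a covered cytosine. In total, 38416464 cytosines were seen in at least 1 library, of which 616784 were seen in all 6 and 76617 had 10 or more reads in all 6. The cytosines with 10 or more reads made up 0.785% to 0.851% of the covered cytosines of a library and held 12.5% to 13.7% of its reads. Single-site values below therefore describe a small and unusual part of the genome, whereas levels over all CpGs used every read.

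The first question was whether the total level of CpG methylation differed after butyrate. Over all covered CpGs, 65.7% ± 0.122 (SD, n = 3) of reads were methylated in control and 66.3% ± 0.124 (SD, n = 3) in butyrate-treated REPC, a difference of 0.567 percentage points. Control replicates 1, 2 and 3 had levels of 65.8006%, 65.8157% and 65.5975%, and butyrate replicates 1, 2 and 3 had levels of 66.421%, 66.1739% and 66.3187%. The 95% Wilson interval of 1 library was at most 0.0214 points to either side. It covers counting error only, since duplicate reads and the CpGs of the same read are not independent. All 3 butyrate libraries lay above all 3 controls, and the difference was larger than the spread between replicates. The two-sided exact permutation p was 0.1, which is the smallest that 3 libraries against 3 can give. Among the alternatives that kept all 6 libraries, the use of only the CpGs covered in all of them moved the difference most, to 0.659 points.

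Sequencing lane was partly confounded with treatment. Butyrate replicates 1 and 3 were run on lane 5, and butyrate replicate 2 and the 3 controls on lane 6. Within lane 6, butyrate replicate 2 lay 0.436 points above the mean of the controls and 0.358 points above the highest of them. Lane 5 held butyrate libraries only, so that no difference could be computed within it. Across CpGs with 10 or more reads in a library, the level was 64.7% ± 0.485 (SD, n = 3) in control and 65.4% ± 0.353 (SD, n = 3) in butyrate. This difference of 0.677 points was not separated from the spread between replicates, because control replicate 2 lay within the butyrate range (two-sided exact permutation p = 0.3). The groups did not overlap under 4 alternatives: with unweighted site levels (0.819 points), with the CpGs that had 10 or more reads in all 6 libraries (0.609 points), without the most deeply covered CpGs (0.838 points) and on chromosomes 1 to 29 and X alone (0.764 points).

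**Figure D1:**
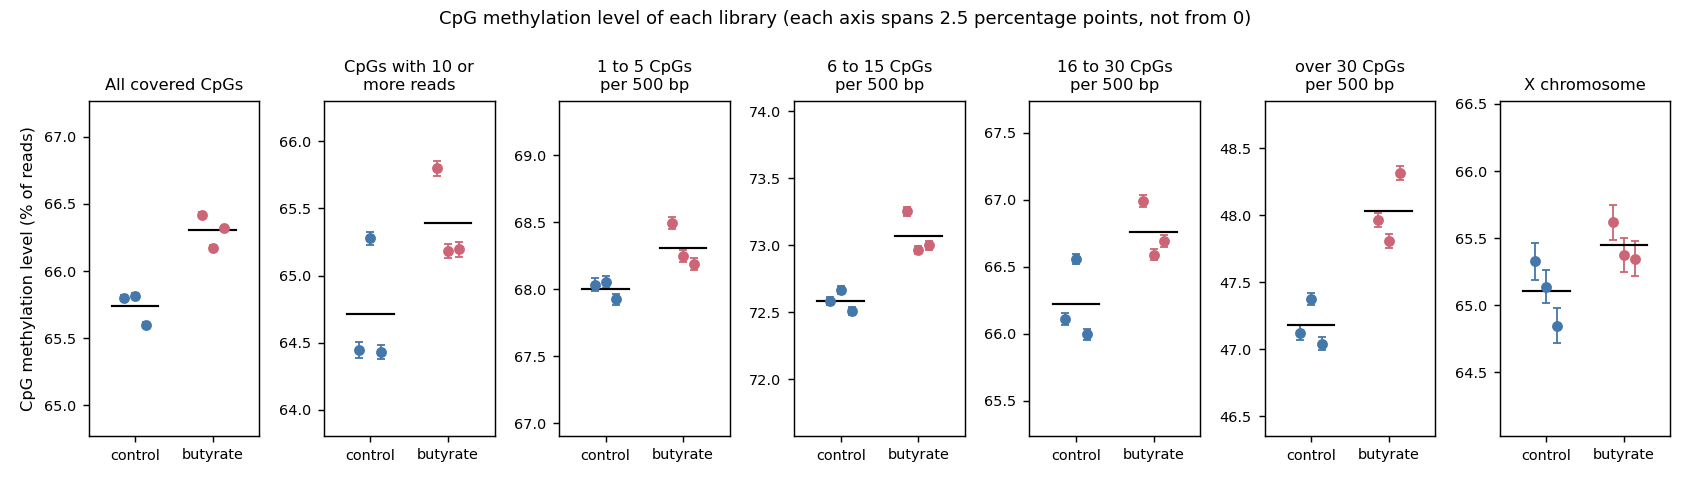
CpG methylation level (percent of reads that were methylated) of each control and butyrate library. Panels are all covered CpGs, CpGs with 10 or more reads, 4 classes of 500-bp windows by their number of CpGs (strands counted together), and the X chromosome. Points are libraries with 95% Wilson intervals, black lines are group means, and each axis spans the same width without starting at 0; the butyrate points lie above all control points in every panel but that of CpGs with 10 or more reads.

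The next comparison asked where in the genome the levels differed. The level was higher in butyrate on each of 30 chromosomes (1 to 29 and X), and the groups did not overlap on 29 of them; chromosome 27 was the exception. The difference ranged from 0.284 points on chromosome 12 to 0.756 points on chromosome 16. By local CpG density, used here in place of CpG islands, the level was 68.0% ± 0.0707 (SD, n = 3) in control and 68.3% ± 0.164 (SD, n = 3) in butyrate in 500-bp windows with 1 to 5 CpG cytosines, a difference of 0.305 points. The difference was 0.484 points in windows with 6 to 15 CpGs and 0.536 points in windows with 16 to 30. In the densest windows, with over 30 CpGs, the level was 47.2% ± 0.173 (SD, n = 3) in control and 48.0% ± 0.258 (SD, n = 3) in butyrate, a difference of 0.848 points. The groups did not overlap in any of the 4 classes, each with the smallest possible two-sided exact permutation p of 0.1.

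**Figure D2:**
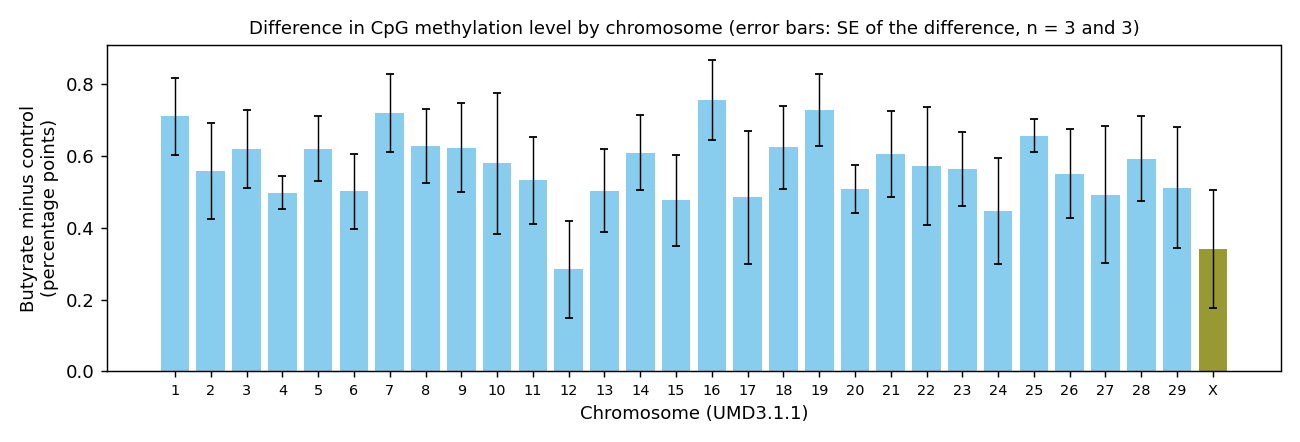
Difference in CpG methylation level, butyrate minus control in percentage points, for chromosomes 1 to 29 and X of the UMD3.1.1 assembly, with bars from 0 and error bars of 1 standard error of the difference (n = 3 and 3). All 30 bars lie above 0, with the lowest at 0.284 on chromosome 12 and the highest at 0.756 on chromosome 16.

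On the X chromosome the level rose from 65.1% ± 0.242 (SD, n = 3) to 65.4% ± 0.149 (SD, n = 3), a difference of 0.342 points, against 0.585 points on the autosomes (two-sided exact permutation p = 0.1 for both). Without the most deeply covered CpGs, the difference on X was 0.343 points and the groups overlapped (two-sided exact permutation p = 0.3). The difference on X was 0.213 points without control replicate 3. The level of X minus that of the autosomes was -0.886 points in control and -1.13 points in butyrate, and the groups did not overlap (two-sided exact permutation p = 0.1). A bull has 1 X for each pair of autosomes. The mean reads per CpG cytosine on X were 0.810 (control) and 0.826 (butyrate) of those on the autosomes, but only cytosines that some library had seen entered this ratio, which raises it. Among the CpG cytosines seen in another library, 22.2% on X and 32.5% on the autosomes were covered in a control library, and 22.2% and 32.05% in a butyrate library.

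On one common set of 76617 CpG cytosines with 10 or more reads in all 6 libraries, the share with a level of 80% or more was 35.7% ± 0.365 (SD, n = 3) in control and 37.4% ± 0.318 (SD, n = 3) in butyrate. The difference of 1.70 points was larger than the spread between replicates, with no overlap of the groups (two-sided exact permutation p = 0.1). The share under 20% was 6.85% in control and 6.75% in butyrate, and the groups overlapped (two-sided exact permutation p = 0.2). At least 20 reads per CpG moved the difference in the highly methylated share most among the alternatives that kept all 6 libraries, to 1.64 points.

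The correlation of methylation levels between libraries was computed to see whether the libraries grouped by treatment. Across 8874 windows of 500 bp, which are not independent replicates, Pearson's r averaged 0.871 over the 6 pairs within a group and 0.872 over the 9 pairs between groups. The within-group mean was lower by less than the spread of single pairs, which ran from 0.850 to 0.887. The one-sided exact permutation p for a higher correlation within groups was 0.7. Across all CpGs in 33160 windows of 10 kb, the means were 0.9486 within and 0.9485 between groups.

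Differentially methylated regions (DMRs) were then sought in 500-bp windows with the criteria of the study's methods. In total, 8874 windows had at least 1 CpG cytosine with 10 or more reads in every library, with a median of 182 reads per window and library. A read that spanned several CpGs of a window was counted at each of them. The logistic regression took all these counts as independent, so its p and q can be too small. By logistic regression without an overdispersion term and Benjamini-Hochberg adjustment, 146 windows had q under 0.05. Of these, 70 differed by more than 10 percentage points and were called DMRs, of which 38 were higher and 32 lower in butyrate. Among the DMRs, 60 lay on chromosomes and 10 on unplaced scaffolds. In 48 of the 70 DMRs all 3 butyrate levels lay on one side of all 3 control levels, and chance gives 10% of windows that were not selected. The DMRs were selected for a large difference, and those of the other 9 splits of the 6 libraries were also mostly separated, from 27 of 47 to 43 of 57. Over all tested windows 60.1% were higher in butyrate, with a median difference of 0.749 points. With all CpGs of a window summed, 53.0% of 103361 windows were higher. The tested windows were clustered, and 34.0% of them lay in 20 bins of 1 Mb. The richest bins were at 28000001 to 29000000 on chromosome 27, with 411 windows, and at 74000001 to 75000000 on chromosome 8, with 335 windows.

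The number of DMRs varied widely with the test and with the CpGs that entered. The largest count, 534, came from summing all CpGs of a window with at least 10 reads per window, and 5 of these windows were among the 70. A quasi-binomial F test called 0 windows, with 143 windows at unadjusted p under 0.05, but in simulated data it also recovered 0 of 200 windows changed by 20 percentage points, so that its count of 0 says little about changes of that size. By comparison, limma on log2 ratios called 0, with 428 windows at unadjusted p under 0.05. When the 10 reads were asked of the same CpGs in all 6 libraries, 4 of 8501 windows were DMRs, all of them among the 70. The other 9 splits of the 6 libraries into 3 and 3, which mix control and butyrate, gave 46 to 80 DMRs, and 2 to 7 DMRs with the same CpGs in all libraries.

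**Figure D3:**
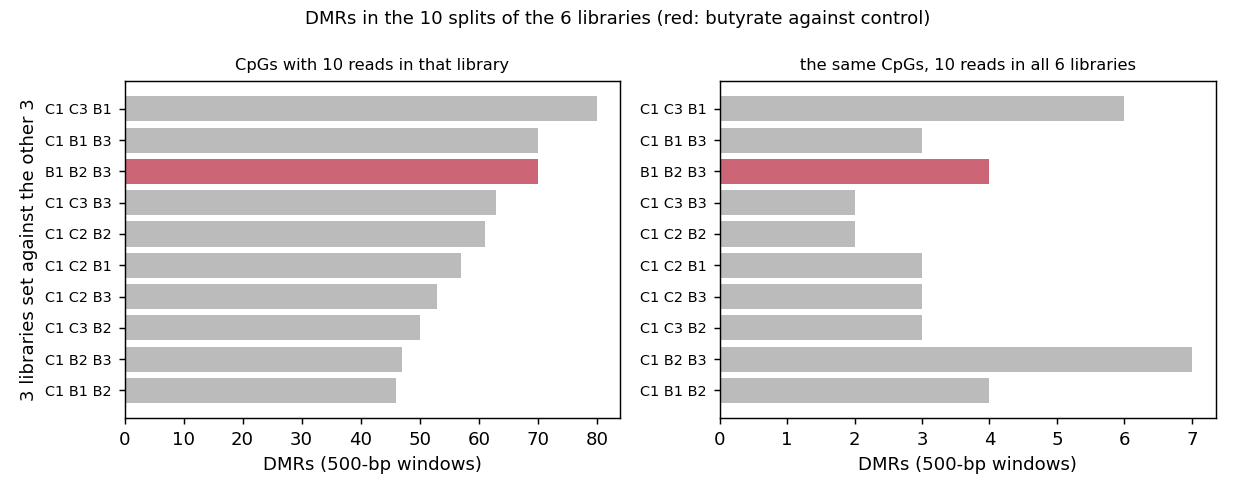
Number of DMRs (500-bp windows, horizontal axis from 0) for each of the 10 ways to set 3 of the 6 libraries against the other 3, where C is control, B is butyrate and the digit is the replicate; the left panel counts CpGs with 10 or more reads in that library and the right panel only CpGs with 10 or more reads in all 6. The split by treatment (red) gave 70 and 4 DMRs, within the 46 to 80 and 2 to 7 of the other splits (grey).

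The DMRs named here were chosen by smallest q among those with no overlap of the groups, with 4 that rose and 4 that fell. Positions are on UMD3.1.1, and the genes at these positions were not analysed here. In the window at 1 to 500 of the unplaced scaffold NW_003099416.1, the level was 9.92% ± 10.8 (SD, n = 3) in control and 75.5% ± 3.71 (SD, n = 3) in butyrate, with 11 to 61 reads per library (pooled difference 64.2 points, logistic regression q = 4.2e-09). Control libraries had 10 or more reads only at position 475 of this window, and butyrate libraries only at other positions, so that the 2 groups were measured at different CpGs. In the window at 3001 to 3500 of the unplaced scaffold NW_003100686.1 the level was 62.1% ± 4.86 (SD, n = 3) in control and 87.3% ± 6.47 (SD, n = 3) in butyrate, from 3 to 10 CpG cytosines and 31 to 129 reads per library. No CpG of either scaffold window had 10 reads in all 6 libraries. At 74587001 to 74587500 on chromosome 8 the level rose from 42.7% ± 2.57 to 72.7% ± 2.00 (SD, n = 3), with 10 to 99 reads per library. On the 1 CpG cytosine shared by all 6 libraries there, the pooled difference was 21.7 points (q = 0.525). At 31762501 to 31763000 on chromosome 7 the level rose from 12.8% ± 3.601 to 24.0% ± 2.40 (SD, n = 3), with 81 to 365 reads per library and a pooled difference of 10.2 points. This difference was 8.68 points without control replicate 3 and 8.59 points without butyrate replicate 2, both under the threshold of 10 points.

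**Figure D4:**
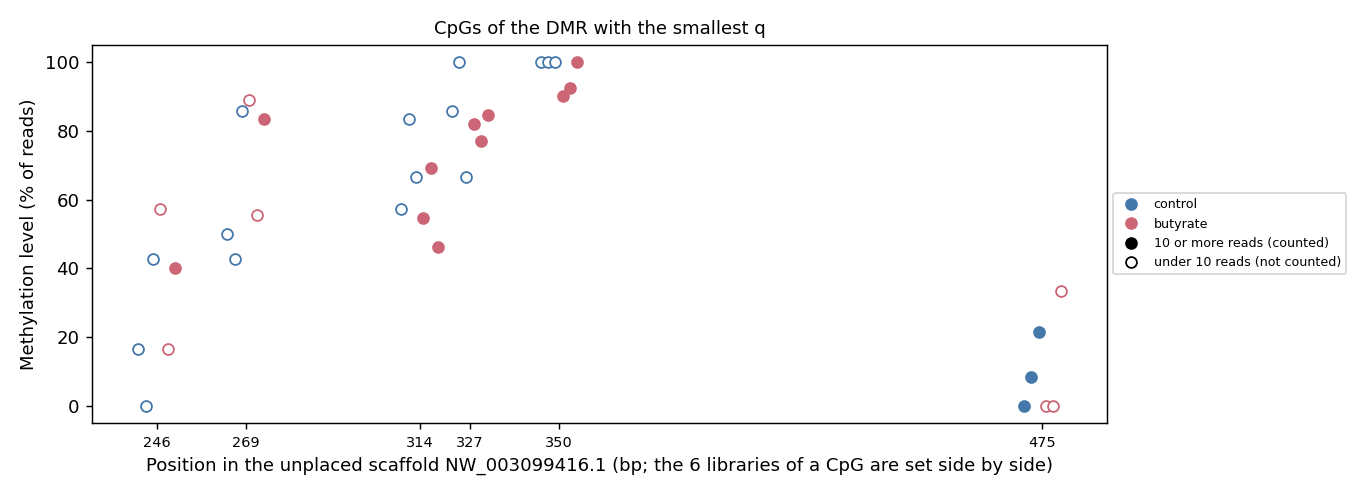
Methylation level (percent of reads) at each of the 6 CpG cytosines of the DMR with the smallest q, by position in the unplaced scaffold NW_003099416.1, for the 3 control and 3 butyrate libraries. Filled points had 10 or more reads and were counted in the window, and open points were not; the counted control points lie at position 475 alone and the counted butyrate points at 246 to 350.

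Of the windows that fell, the one at 17964001 to 17964500 on chromosome 6 had the largest decrease, from 68.2% ± 12.5 (SD, n = 3) in control to 25.3% ± 5.87 (SD, n = 3) in butyrate, with 10 to 63 reads per library (logistic regression q = 0.000414). With at least 5 reads per CpG its pooled difference changed sign, to 2.27 points. The window at 12107501 to 12108000 on chromosome 7 fell from 75.2% ± 6.54 to 43.1% ± 6.36 (SD, n = 3), with 10 to 72 reads per library. Its pooled difference of -35.2 points was -2.90 points with at least 5 reads per CpG (logistic regression q = 0.834). With all CpGs summed it was -1.50 points. No CpG of these 2 windows had 10 reads in all 6 libraries. The window at 144103501 to 144104000 on chromosome 1 fell from 32.6% ± 20.4 to 10.7% ± 5.34 (SD, n = 3). Its pooled difference of -33.6 points was -9.34 points without control replicate 2 (q = 0.573), in which 7 CpG cytosines were counted against 1 in each other library. The window at 41742001 to 41742500 on chromosome 4 fell from 58.8% ± 4.21 to 44.2% ± 11.7 (SD, n = 3), with 110 to 209 reads per library and 10 or 11 CpG cytosines. It was the one named window that passed both thresholds on CpGs shared by all 6 libraries, with a pooled difference of -15.4 points and q = 0.00205. Without butyrate replicate 2 its difference was -8.40 points (q = 0.254).

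At single-site resolution, 76617 CpG cytosines had 10 or more reads in all 6 libraries. Logistic regression with Benjamini-Hochberg adjustment called 0 of them, with 4298 at unadjusted p under 0.05, and the quasi-binomial F test also called 0. In simulated data of the same depth, the quasi-binomial F test recovered 0 of 200 CpGs changed by 20 or 40 percentage points, so that its count of 0 carries no information. The logistic regression recovered 11% of CpGs changed by 20 percentage points and 81% of those changed by 40 points, so that smaller single-site differences were rarely detectable at this depth.

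To pool the reads of sparsely covered sequence, levels were also compared in 27035 bins of 100 kb with at least 100 reads in every library and a median of 464 reads. By limma with eBayes and Benjamini-Hochberg adjustment, 0 bins had an adjusted p under 0.05, with 1509 bins (5.58%) at unadjusted p under 0.05. Nevertheless, 59.7% of bins were higher in butyrate. With lane as a covariate, where butyrate replicate 2 alone is set against the controls, 55.7% were higher. Among the alternatives, bins of 1 Mb gave the smallest adjusted p, 0.0697, and 71.3% of these were higher in butyrate. The 2 bins with the smallest p that rose were at 18600001 to 18700000 on chromosome 9, where the level was 49.9% ± 2.68 (SD, n = 3) in control and 64.8% ± 3.34 (SD, n = 3) in butyrate, and at 95500001 to 95600000 on chromosome 6, with 75.5% ± 1.83 and 83.1% ± 0.532 (SD, n = 3). They had 323 to 507 and 252 to 332 reads per library, and their log2 ratios of methylated to unmethylated reads rose by 0.88 (SE 0.15) and 0.67 (SE 0.13). The 2 that fell were both on X, at 99300001 to 99400000, from 67.9% ± 2.24 to 55.8% ± 2.16 (SD, n = 3), and at 25800001 to 25900000, from 64.3% ± 4.70 to 50.7% ± 2.46 (SD, n = 3), with 164 to 232 and 108 to 141 reads per library. All 4 had an adjusted p of 0.882 in limma.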

Values the study reported

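The study described 6 WGBS data sets of REPC, with 362,173,297 clean paired-end reads in all, of which 31.9% mapped uniquely on average. It reported 40 DMRs between control and butyrate-treated REPC, and stated that most DNA methylation was kept during the treatment.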

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

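Restriction to chromosomes 1 to 29 and X, to the same CpGs in all 6 libraries for DMRs and correlations, and equal weights for density class and 1-Mb bin were chosen after seeing the data; the other alternatives were fixed beforehand. Levels by gene feature were not run. The higher level in butyrate over all CpGs kept its direction under all 6 alternatives with 6 libraries, at 0.533 to 0.659 points, and at 0.496 to 0.632 points when a library was left out. With 10 or more reads the difference stayed between 0.600 and 0.838 points, and between 0.473 and 0.956 points when a library was left out. The groups overlapped at 10 or more reads but not under 4 of its 7 alternatives with 6 libraries, whereas those on X, separate otherwise, overlapped without the most deeply covered CpGs (0.343 points). The differences by CpG density, on X and in the highly methylated share also kept their direction in all alternatives run. That on X ranged from 0.213 points without control replicate 3 to 0.454 points without control replicate 1. None of these designs can give a p under 0.05, so the p-values say nothing about stability.

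The number of DMRs (70) depended on the processing. With all CpGs summed per window it was 534 (283 higher and 251 lower; 5 shared with the 70), because many more windows entered, 103361 against 8874. The other 9 splits gave 416 to 559 by this rule, and 3 of the 10 splits gave as many as the split by treatment. Without the most deeply covered CpGs of each library it was 125, of which 68 were among the 70. It was 33 with at least 5 reads per CpG (6 shared), 34 in 200-bp windows, 27 with at least 3 CpG cytosines per window, 25 with a difference over 20 points (8 higher and 17 lower), 39 with lane as a covariate (25 shared), and 4 with the same CpGs in all 6 libraries (4 shared). It was 0 by the quasi-binomial F test, which in simulated data recovered 0 of 200 changes of 20 points and 69.5% of changes of 40 points, and 0 by limma on log2 ratios; the cause was not tested. The smaller counts at 3 CpG cytosines and over 20 points follow from a stricter rule; for 200-bp windows the cause was not tested. The count at 20 reads was 53, within 1.5 times of 70, but only 3 windows were shared. Leaving out a library gave 60 to 80 DMRs, of which 28 to 43 were among the 70. With lane as a covariate, butyrate replicate 2 alone was set against the controls. The threshold on the difference there used the pooled difference without adjustment for lane. The DMRs of that model therefore cannot separate lane from treatment.

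Of the 8 named DMRs, the window at 17964001 on chromosome 6 reversed, from -44.6 points to 2.27 points with at least 5 reads per CpG and to 1.25 points with all CpGs summed, since CpGs left out by the minimum of 10 reads then entered. With all CpGs summed 1 of the 8 stayed a DMR, and with at least 5 reads 3 did. The mean correlation within groups minus that between groups was close to 0 throughout: -0.000262 in 500-bp windows, 0.000105 in 10-kb windows, and -0.00455 to 0.00202 when a library was left out, where it was above 0 without control replicate 2 (0.00154), control replicate 3 (0.00122), butyrate replicate 2 (0.00202) and butyrate replicate 3 (0.000152). The cause of these changes of sign was not tested. No CpG passed the thresholds by logistic regression or the quasi-binomial F test in the 11 alternatives run, and no bin did in its 13 alternatives by limma. The smallest adjusted p of a bin was 0.0697 (1-Mb bins) to 0.993 (lane as a covariate). With the median over bins subtracted from each library, 51.5% of 100-kb bins were higher in butyrate instead of 59.7%, as this removes the shift common to all bins. The 4 named bins kept their direction in all 44 fits. They were picked by smallest p from the same counts, so this says little about their stability.

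With the replicate number as a block, the difference over all CpGs is 0.567 points by construction, with an exact sign-flip permutation p of 0.25, the smallest that 3 pairs can give. There, 62 windows were DMRs (50 shared with the 70), and 0 CpGs and 0 bins were called. Libraries with the same number did not visibly deviate together. Correlations of their deviations were -0.0358 to 0.0199 over 500-bp windows and -0.00235 to 0.00842 over 100-kb bins. No pairing by number was seen, but a weak one could be hidden by read sampling at this depth.

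Depth limited the results at single sites and those with a minimum of 10 reads. At a median of 1 read per covered CpG, single sites were tested at 0.199% of the CpG cytosines seen, and the minimum of 10 reads selected sequence of unusual coverage.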

Other observations

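Of the tests below, those on sequencing lane, library depth, equal weights for density class and 1-Mb bin, the number of DMRs and the CpGs with 10 or more reads were chosen only after the result was seen. The number of DMRs here was 70. That is higher than the number quoted from the study above. The sources used here do not say whether the study asked the minimum of 10 reads of each library or of CpGs shared by all; the second rule gave 4 DMRs here, which is lower.

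The higher level of CpG methylation in butyrate was small, 0.567 points, but shared by 30 of 30 chromosomes. Incomplete bisulfite conversion in the butyrate libraries would raise all unmethylated cytosines alike. In 24267 windows of 500 bp that were under 10% in control replicate 1, the mean level of butyrate libraries lay 0.0482 points above that of control replicates 2 and 3, against 1.68 points that conversion would have to give, which argues against it. A different mix of covered CpGs is argued against by a difference of 0.541 points when each density class and 1-Mb bin had the same weight in every library, and a few highly covered sequences by a difference of 0.581 points without the most covered CpGs. Library depth is argued against within the controls, where the deepest library, with 23842285 reads, lay 0.0151 points above the shallowest, with 18793438. Within the butyrate group the order was reversed. The deepest library there, with 22125244 reads, had a level of 66.1739%, and the shallowest, with 20208198 reads, had 66.3187%. Over all 6 libraries, Spearman's rho between reads and level was -0.0857. Sequencing lane stays open. Butyrate replicate 2, run on the lane of the controls, lay 0.358 points above the highest control, but it is a single library, so that lane and treatment cannot be told apart. The gain did not differ clearly between the 9012 lowest and the 9012 highest 100-kb bins. The bins were ranked by control replicate 1, which was then left out, and the gain was measured against control replicates 2 and 3. It was larger by 0.0747 points in the low bins, with an SD of the contrast of 0.102 points between butyrate libraries, whereas relative to the unmethylated share it was 1.37% in the low and 2.49% in the high bins. The share of 500-bp windows that were higher in one group lay 10.1 points from 50% in the split by treatment and at most 4.16 points in the other splits, so that 1 of 10 splits was as far; in a design of 10 splits this cannot exclude chance. These were the 8874 windows with deeply covered CpGs; with all CpGs summed, 53.0% of 103361 windows were higher in butyrate, and other splits were not counted for that share. An effect of butyrate, or of the state of the cultures after 24 h, remains an untested hypothesis, and so does any difference between cultures of the 2 groups that came with their handling.

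The DMRs do not stand out from other groupings of the same libraries. In 3 of the 10 splits of the 6 libraries there were as many DMRs as in the split by treatment, so chance cannot be excluded, and the splits that mix the treatments gave a median of 57. For single CpGs and for 100-kb bins the split by treatment gave 0, so that all 10 of 10 splits gave as many or more whatever the data, and this count decides nothing. At unadjusted p under 0.05, the split by treatment gave 4298 CpGs and 1509 bins, above the 3934 to 4214 CpGs and 1274 to 1434 bins of the other 9 splits; in a design of 10 splits this cannot exclude chance either. The reads of one window varied between libraries of a group more than independent counts would. The median dispersion was 1.25 against 0.839 in binomial data of the same depth. Simulated windows with a uniform spread between libraries, no treatment effect and a median dispersion of 1.24 gave only 8 DMRs, so that a spread of this size, alike in all windows, did not give the counts seen in the splits. A candidate explanation is that the minimum of 10 reads, asked of each library separately, lets different CpGs of a window be counted in different libraries. This held for 8157 of the 8874 windows and for 69 of the 70 DMRs. With the same CpGs in all 6 libraries, 4 DMRs were left and the median dispersion was 1.004. Of the 53 DMRs that could still be tested, 26 differed by over 10 points and 6 changed direction. The window with the smallest q shows the pattern: at position 475, the one CpG counted in the controls, butyrate libraries with fewer reads had 0 of 6, 0 of 6 and 3 of 9 reads methylated, against 0 of 11, 1 of 12 and 3 of 14 in the controls. The remaining 4 windows, chosen after their values were seen apart from the one on chromosome 4, were at 41742001 to 41742500 on chromosome 4, 30226001 to 30226500 and 30241501 to 30242000 on chromosome 29, and 1001 to 1500 on the unplaced scaffold NW_003100159.1. Other splits gave 2 to 7 such windows, and 4 of the 10 splits gave as many as the split by treatment.

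The CpGs with 10 or more reads were too many for evenly spread reads. At the mean depth of these libraries, at most 0.0511 CpGs per library would reach 10 reads by Poisson sampling, and 100696 to 129355 did. A chance pile-up in single libraries is argued against, since 59.2% to 76.1% of the deep CpGs of a library were deep in all 6. Of the deep CpGs, 31.9% lay in 20 bins of 1 Mb that held 3.16% of all CpGs seen. This is consistent with sequences that have more copies in the animal than in the assembly, or that mapped more often for another reason. The copy number and mapping of the windows in the 500-bp DMR test were not measured, and 34.0% of them lay in 20 bins of 1 Mb.

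The mitochondrial sequence had methylated calls at 6.95% to 11.2% of reads, with no difference between groups larger than the replicate spread (8.30% ± 1.27 in control and 9.40% ± 1.61 in butyrate, SD, n = 3, two-sided exact permutation p = 0.5). Incomplete conversion at the rate of nuclear DNA is argued against, because the nearly unmethylated nuclear windows had at most 3.50%. The level differed along the mitochondrial sequence, from 5.29% to 12.9% in 33 windows of 500 bp. The variation between windows was 5.48 to 11.7 times what independent counts give, and the windows ranked alike between libraries (Spearman's rho at least 0.396 over windows, which are not independent replicates). Both are consistent with reads from nuclear copies of mitochondrial sequence, which may be methylated. Conversion that depends on local sequence, and methylation of the mitochondrial DNA itself, were not tested and stay open.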
